A study of Homo sapiens with 6 samples. Its data were reported in "Melanoma-Associated Cancer-Testis Antigen 16 (CT16) Regulates the Expression of Apoptotic and Antiapoptotic Genes and Promotes Cell Survival" (2012).

How the data were processed

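Transcript levels of the melanoma line WM-266-4 were compared between 3 cultures that stably carried the pEXPR-IBA103 plasmid with CT16 cDNA and 3 cultures that carried the vector alone. The authors prepared biotin-labelled cRNA from total RNA and measured each sample on a 1-colour Illumina Human-6 bead array. Groups and replicate numbers were taken from the sample descriptions. The series description speaks of individual cultures, and neither it nor the sample labels name separate transfections, so p-values measure the spread between these cultures, which may derive from 1 transfected population per plasmid. No slide or scan date was used here as a batch.

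The authors deposited a table of probe intensities that were neither normalized between arrays nor background-subtracted, with 48804 rows per array, of which 1 repeated a probe identifier and was averaged. The same deposited table gives, for each probe and array, a detection p-value against negative control beads, and the program that computed it is not given in the sources used here. The authors also deposited a table of quantile normalized intensities. All of its values lay within 1% of the quantile normalized signals computed here from the first table, which showed a linear scale, no centring and no background subtraction, with a median of 64.5 on each array. The authors tested for differences with the rank product algorithm.

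From the signals, log2 values were computed with limma 3.58.1 in R 4.3.3. The background was corrected with the normexp model (nec), with the mean and SD of the negative controls inferred from the detection p-values, an offset of 16 was added, and arrays were quantile normalized. Probes with a detection p-value under 0.01 on at least 3 of the 6 arrays were tested, which left 18156 of 48803 probes. A linear model with 1 term for the plasmid was fitted to all 6 arrays with lmFit and eBayes, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all tested probes. The threshold was an adjusted p under 0.05. Each gene was then represented by its tested probe with the highest mean signal, giving 11264 genes. Of the genes past the threshold, 4 had other tested probes, and these had the same sign in all 4. Differences are CT16 minus control on the log2 scale. A probe not detected on any array of a group has only a bound there. Its fold is given as at least N-fold, the mean of the detected group over the mean, on the dim group's arrays, of the higher of the probe's own value and the lowest value of a detected probe.

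Probes were named from a platform annotation table, in which 27578 probes had 1 gene symbol, 13 had several and 21212 were not listed. Probes with several symbols or not listed were tested but left unnamed. The gene identifiers of 27541 probes were found in a RefSeq gene table of assembly GRCh38.p14, which was used for names only, and 0 symbols needed an update. The genome build of the probe design is not given in the sources used here, so no coordinates are printed. The genes named are PAGE5, the up to 10 genes with the largest rise and the up to 10 with the largest fall past the threshold whose groups of arrays did not overlap, the 11 genes the study named as moving in opposite ways on overexpression and silencing, the 3 it used as a contrast, and per gene list up to 4 members past the threshold or, where none passed, up to 2 members of the highest mean signal. Other members of a list were named after their values were seen.

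The 26 gene lists covered metallothioneins, MHC class I and class II antigen presentation, inflammatory cytokines and chemokines, NF-kB feedback targets, interferon-stimulated genes, anti-apoptotic and pro-apoptotic genes, p53 targets, Wnt pathway targets and antagonists, melanocyte differentiation, the dedifferentiated melanoma state, other cancer-testis antigens, cell cycle, wound response and extracellular matrix, hypoxia and glycolysis, oxidative stress, heat shock and endoplasmic reticulum stress, markers of fibroblasts, of immune cells and of epithelial and endothelial cells, reference genes, mitochondrial oxidative phosphorylation, sterol synthesis and the genes the study named. The list of the 3 contrast genes had fewer than 5 members and was not tested as a list. Lists were tested with camera at a preset inter-gene correlation of 0.01, which asks whether a list moved relative to the other genes, with Benjamini-Hochberg adjustment over 25 lists. The alternatives were a correlation estimated from the residuals and fry, which asks whether the genes of a list move on balance in one direction.

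Other alternatives were no background correction, median scaling, cyclic loess, the authors' normalized values, no detection filter or detection on all 6 arrays, each array left out in turn, the replicate number as a block, a mean-variance trend with a robust prior, the mean of all probes of a gene, a fold change of at least 1.5, array weights, and a rank product test written for this purpose with 100 permutations. Figures were drawn with matplotlib 3.10.9.

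The tests were checked on simulated arrays with the means and residual SDs of the 18156 probes and independent errors, in which 200 of 11264 genes were changed by known folds. For the comparison of CT16 with control, limma recovered 1 of 50 genes changed 1.5-fold, 0 of 50 changed 2-fold, 26 of 50 changed 4-fold and 40 of 50 changed 8-fold, with 4 of 11064 unchanged genes called. The rank product test at an FDR of 0.05 recovered 0, 4, 46 and 49 of 50 at the same folds, and called 34 unchanged genes, 25.6% of its calls, so its nominal FDR is too low. Camera at the preset correlation called a list of 20 genes moved 1.5-fold and 0 of 25 unmoved lists. Neither the estimated correlation nor fry called that list, and both called 0 of the unmoved lists. The simulated errors were independent, so these calls cannot show how camera behaves where genes of a list vary together. In the data the estimated correlation lay between -0.19 (fibroblast markers) and 0.79 (metallothioneins).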

Results

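Gene expression was measured in WM-266-4, a human melanoma cell line, after stable transfection with a plasmid carrying the cDNA of cancer-testis antigen 16 (CT16, gene symbol PAGE5) or with the same vector without an insert. Cancer-testis antigens are proteins made mainly in the testis and in tumors. Total RNA from 3 individual cultures of CT16 transfected cells and 3 individual cultures of control cells was hybridized to Illumina whole-genome bead arrays, 1 culture per array. Each array reported 48803 distinct probes, with a median signal between 63.6 and 65.6 before normalization. Between 16200 probes (CT16 replicate 3, 33.2%) and 18789 probes (CT16 replicate 1, 38.5%) were detected per array at a detection p under 0.01. The precision of every difference is limited by the number of arrays. The comparison asks which transcripts differed between melanoma cells with and without the CT16 plasmid.

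The transfected gene itself was read by 3 PAGE5 probes. On probe ILMN_2363141 the signal was 136 ± 30.4 (SD, n = 3) in CT16 arrays and 86.5 ± 6.97 in control arrays, and each CT16 array lay above each control array. The log2 difference was 1.11 ± 0.37 (SE), or 2.15-fold, and did not pass the threshold (limma, adjusted p = 0.582). The log2 signals of this probe on the control arrays were 5.40 to 5.70. They lay near the lowest value of a detected probe there, 5.14 to 5.25, so the size of this difference is uncertain. The study reported CT16 mRNA and protein in the transfected cells by qRT-PCR and Western blot. Probe ILMN_1744656 gave a log2 difference of 0.02, and probe ILMN_1695992 was not detected on any array. The position of each probe relative to the cloned cDNA was not analysed here, and a probe outside the cDNA would not read the transgene. Without CT16 replicate 3 the log2 difference on ILMN_2363141 was 0.68 (adjusted p = 0.174).

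**Figure D1:**
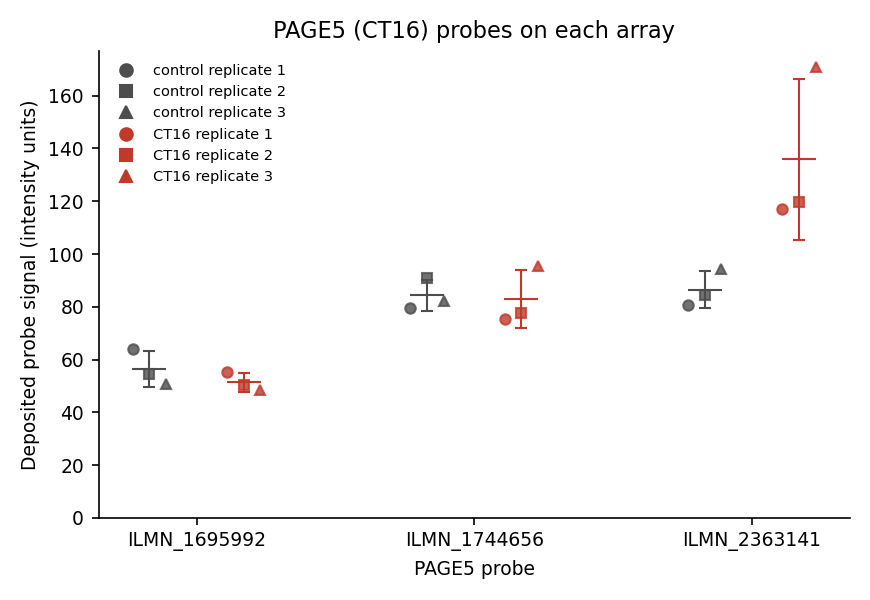
Deposited signal (intensity units, vertical axis) of the 3 PAGE5 probes (horizontal axis) on each array, with control cultures in gray, CT16 cultures in red, group means as horizontal bars and the SD of 3 arrays as vertical bars. Only on probe ILMN_2363141 do the CT16 arrays, with a mean of 136, all lie above the control arrays, with a mean of 86.5.

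Of 11264 genes tested, 27 passed the threshold, 18 with higher and 9 with lower expression in CT16 cells (limma, Benjamini-Hochberg adjusted p under 0.05). LCN2 (probe ILMN_1692223), encoding the iron-binding secreted protein lipocalin 2, rose from a log2 signal of 5.10 ± 0.86 (SD, n = 3) to 12.63 ± 0.02, a log2 difference of 7.52 ± 0.41 (SE; adjusted p = 0.00117). It was detected on 1 of 3 control arrays, so the size of this rise is uncertain. SAA1, encoding the acute-phase protein serum amyloid A1, rose at least 11.8-fold (adjusted p = 0.00473), and SERPINA3, an acute-phase protease inhibitor, rose 7.14-fold (adjusted p = 0.0253). IL1B, encoding the cytokine interleukin 1 beta, rose at least 4.10-fold (adjusted p = 0.0178).

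The homeobox transcription factor gene MEOX1 (probe ILMN_1657145) rose at least 36.1-fold (adjusted p = 0.000106), and its other 2 tested probes also rose, each at least 2.98-fold. THY1, encoding the cell surface glycoprotein CD90, rose at least 8.91-fold (adjusted p = 0.0081). CTSG, encoding the serine protease cathepsin G, rose by a log2 difference of 3.11 ± 0.25 (SE; adjusted p = 0.0081). MT1E, a metal-binding metallothionein, rose 6.83-fold (log2 2.77 ± 0.25 SE), SERPINA5, the protein C inhibitor, rose 5.75-fold (log2 2.52 ± 0.24), and PAPSS2, which makes the sulfate donor PAPS, rose 5.63-fold (log2 2.49 ± 0.29). The other 8 genes that rose were LAD1, LCP1, BASP1, CHI3L2, C3, TMEM158, C1S and PDGFRL. BASP1 rose at least 3.96-fold and C3 at least 2.72-fold, and the others had log2 differences between 1.73 and 2.31. These 8 lie outside the rule that selected genes to name and were named after their values were seen. C3 and C1S encode complement components.

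WFDC1 (probe ILMN_1660808), encoding a secreted WAP-domain protein, showed the largest fall. It was not detected on any CT16 array and was at least 12.8-fold lower than in control arrays (adjusted p = 0.00108). DKK3, encoding a secreted protein of the Dickkopf family, was 5.97-fold lower (log2 -2.58 ± 0.22 SE, adjusted p = 0.0081), and its other tested probe gave a log2 difference of -2.38. RASGRP3, a nucleotide exchange factor of Ras proteins, was 5.74-fold lower and was detected on 1 of 3 CT16 arrays, so the size of this fall is uncertain. LGI3, a secreted leucine-rich repeat protein, was 5.44-fold lower. TGFBI, an extracellular matrix protein induced by TGF-beta, was 4.28-fold lower and was detected on 2 of 3 CT16 arrays. The MHC class II genes HLA-DRA, 3.37-fold lower (log2 -1.75 ± 0.20 SE), and HLA-DRB3, at least 3.10-fold lower, fell as well. The HLA-DRB3 probe may share sequence with other HLA-DRB genes, so this gene assignment is uncertain. DPPA4, a gene of pluripotent cells, fell at least 2.56-fold, and ANKS1B at least 1.77-fold.

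All 36 probes past the threshold comprised 24 that rose and 12 that fell, and 4 of them carried no gene symbol here. Among these were ILMN_2150851 (at least 6.97-fold higher), ILMN_1713182 (at least 4.88-fold higher) and ILMN_1659312 (log2 -2.08). At an unadjusted p under 0.05, 722 genes differed, and the arrays of both groups did not overlap for 1598 genes (14.2%, against 10% by chance). Leaving out an array changed the number of genes past the threshold, and fewer arrays by themselves lower it. It was 3, 4 and 8 without control replicate 1, 2 and 3, and 3, 11 and 148 without CT16 replicate 1, 2 and 3. In all 27 genes the groups of arrays did not overlap, so leaving out an array could not reverse their direction. LCN2, MEOX1 and WFDC1 passed the threshold each time.

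**Figure D2:**
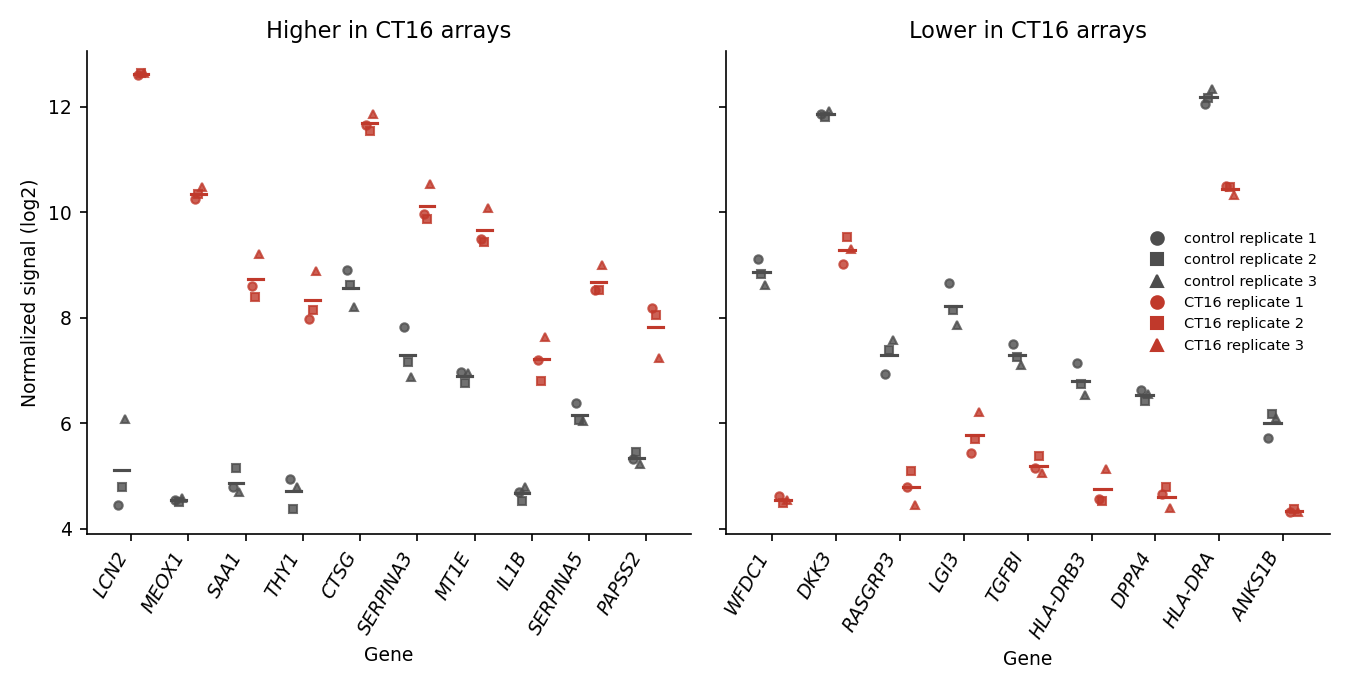
Normalized log2 signal (vertical axis) on each array of the 10 genes with the largest rises (left) and the 9 that fell (right), with control cultures in gray, CT16 cultures in red and group means as bars. In each gene the 3 CT16 arrays lie apart from the 3 control arrays, and LCN2 shows the largest fitted difference, from a mean of 5.10 to 12.63. LCN2 was detected on 1 of 3 control arrays and MEOX1 on 0 of 3, so the order of these rises is uncertain.

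Of 25 gene lists fixed before the data were examined and with at least 5 measured members, 9 passed the threshold (camera, preset correlation of 0.01), 5 with higher and 4 with lower expression in CT16 cells. They include the list of genes that the study chose partly on these samples, and without it 8 passed. The other lists were fixed with the study's report on these arrays known. That report named MHC class II, inflammation, chemotaxis and wounding as enriched processes, and MT2A, IL8 and DKK1 as changed. The MHC class II, cytokine, metallothionein, wound response and Wnt lists are therefore not independent of it. None of the 9 lists passed the threshold with a correlation estimated from the residuals, and the p of each list with that correlation is given with the list. In the list of MHC class II antigen presentation, all 9 measured genes had lower expression in CT16 cells, with a median log2 difference of -1.31 (camera adjusted p = 3.99e-15, adjusted p = 0.0996 with an estimated correlation). HLA-DRA and HLA-DRB3 passed the threshold over all genes, and 8 of 9 fell when adjusted over the list alone. They included the invariant chain gene CD74 (log2 -1.47 ± 0.27 SE), HLA-DPA1 (-1.07 ± 0.20) and HLA-DPB1, which was not detected on any CT16 array and was at least 1.69-fold lower. The members lay higher on CT16 replicate 3 than on the other CT16 arrays by a median log2 of 0.56, and the list median without this array was -1.60. The MHC class I list did not pass the threshold, with a median of 0.00 over 15 genes (adjusted p = 0.798).

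In the list of inflammatory cytokines and chemokines, all 12 measured genes had positive log2 differences, with a median of 1.13 (camera adjusted p = 1.69e-11, adjusted p = 0.0996 with an estimated correlation). The median was 0.82 with the 4 members that were undetected on all arrays of a group set at their bounds. SAA1 and IL1B passed the threshold over all genes. Adjusted over the list alone, 5 genes rose, and the other 3 were the neutrophil chemokine gene CXCL1 (log2 2.96 ± 0.77 SE), SAA2 (at least 1.54-fold) and CXCL6 (at least 1.31-fold). For the monocyte chemokine gene CCL2 detected on 1 of 3 control arrays, the log2 difference was 2.49 ± 1.00 and did not pass either test. The NF-kB feedback targets had 12 of 12 positive log2 differences with a median of 0.37 (camera adjusted p = 0.00264, adjusted p = 0.533 with an estimated correlation), and no member passed a test. The members with the largest values were TNFAIP3, which encodes an inhibitor of NF-kB signaling (log2 1.80 ± 0.45), and SOD2, the mitochondrial superoxide dismutase (1.20 ± 0.34). This list did not pass the threshold without CT16 replicate 3 (median 0.17, adjusted p = 0.103), an array on which its members lay higher than on the other CT16 arrays by a median log2 of 0.45. Its median was 0.11 without control replicate 2.

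The 5 measured metallothioneins, small proteins that bind zinc and copper, all had positive log2 differences with a median of 1.5 (camera adjusted p = 6.76e-09, adjusted p = 0.238 with an estimated correlation). MT1E passed the threshold over all genes, and MT1G (log2 1.84 ± 0.36 SE, detected on 1 of 3 control arrays), MT2A (1.5 ± 0.26) and MT1F (1.17 ± 0.28) rose when adjusted over the list alone. Transcripts of metallothioneins are similar in sequence, so signal may be shared between them. The members of this list lay higher on CT16 replicate 3 than on the other CT16 arrays by a median log2 of 0.68. The cell cycle list rose by a median of 0.20 over 34 genes (camera adjusted p = 0.0144, adjusted p = 0.533 with an estimated correlation), with no single gene past a test. It did not pass the threshold without control replicate 1 (median 0.14, adjusted p = 0.0747), control replicate 3 (median 0.13, adjusted p = 0.0719) or CT16 replicate 1 (median 0.05, adjusted p = 0.335).

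Among genes of the wound response and extracellular matrix, 22 of 28 had lower expression in CT16 cells, with a median of -0.23 (camera adjusted p = 0.00366, adjusted p = 0.454 with an estimated correlation). The list holds many collagen, laminin and matrix protease genes. The study reported response to wounding as enriched among genes upregulated by CT16 cDNA, with another gene set and method. The fall of this list therefore does not contradict that report. TGFBI fell and SERPINA5 rose over all genes. Adjusted over the list alone, COL1A2 (log2 -1.81 ± 0.28 SE) and COL4A2 (-1.09 ± 0.27), which encode collagen chains, the gelatinase gene MMP2 (-1.02 ± 0.24) and PLAT, the tissue plasminogen activator gene (-1.07 ± 0.23), also fell. Without CT16 replicate 2 the list did not pass the threshold (median -0.32, adjusted p = 0.0746). The list of Wnt pathway targets and antagonists had 11 of 14 negative log2 differences with a median of -0.27 (camera adjusted p = 0.0262, adjusted p = 0.454 with an estimated correlation). DKK3 passed the threshold over all genes, and adjusted over the list alone DKK1 (log2 -1.50 ± 0.33 SE) fell while SFRP1 (1.56 ± 0.31) rose. This list did not pass the threshold without control replicate 1 (median -0.21, adjusted p = 0.0747), CT16 replicate 2 (median -0.35, adjusted p = 0.0528) or CT16 replicate 3 (median -0.15, adjusted p = 0.253), and on CT16 replicate 3 its members differed from the other CT16 arrays by a median log2 of -0.46.

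Genes of cholesterol and sterol synthesis had 10 of 13 negative log2 differences with a median of -0.32 (camera adjusted p = 0.0362, adjusted p = 0.292 with an estimated correlation). No member passed a test, and the lowest values were those of INSIG1 (log2 -1.26 ± 0.43 SE), a sensor of sterol levels, and SQLE (-0.87 ± 0.24), the squalene epoxidase. The INSIG1 log2 signal was 8.68 on CT16 replicate 3, against 10.02 and 10.36 on the other CT16 arrays. The list did not pass the threshold without control replicate 1 (median -0.13, adjusted p = 0.0747), CT16 replicate 1 (median -0.24, adjusted p = 0.167) or CT16 replicate 2 (median -0.09, adjusted p = 0.185).

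**Figure D3:**
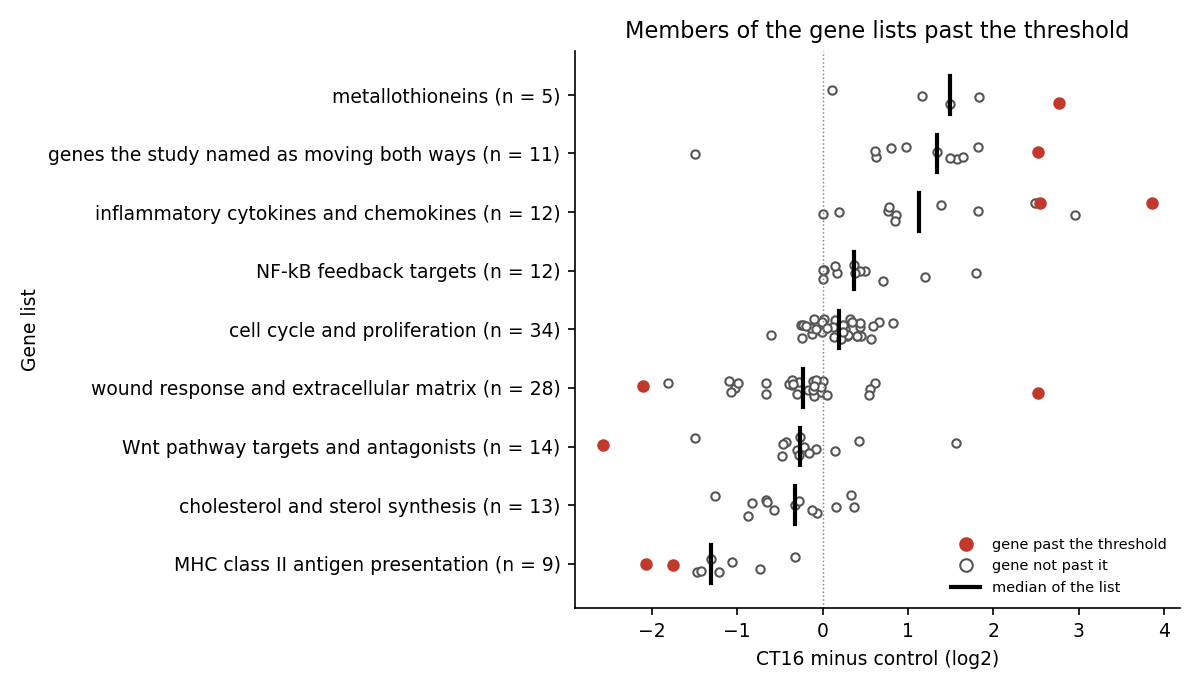
Log2 difference between CT16 and control arrays (horizontal axis) of each measured member of the 9 gene lists past the threshold (vertical axis), with members past the threshold over all genes in red, other members as open circles, genes undetected in a group at their fitted value and the list median as a bar. Members of the MHC class II list all lie below 0 around a median of -1.31, and those of the inflammatory cytokine list all lie above 0 around a median of 1.13.

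The study asked whether CT16 alters genes of cell survival. From these arrays it reported anti-apoptosis among the processes enriched in genes upregulated by CT16 cDNA. That result used rank product calls and annotated gene sets, so the lists tested here differ from it in genes and method. The study also reported that CT16 silencing in another melanoma line increased cell death under cisplatin. The anti-apoptotic list did not pass the threshold (17 genes, median log2 -0.06, mean 0.10, camera direction up, adjusted p = 0.641), with its brightest members DAD1 at -0.06 ± 0.19 (SE) and HSPB1 at 0.12 ± 0.23, and TNFAIP3 as the member with the largest difference. The pro-apoptotic list did not pass it either (23 genes, median 0.14, mean -0.08, adjusted p = 0.798), with BAX at 0.34 ± 0.26 and DIABLO at 0.17 ± 0.25. The median of this list was -0.12 without CT16 replicate 3. The member BMF, a BH3-only inducer of apoptosis, fell when adjusted over the list alone (log2 -1.53 ± 0.32). For the p53 targets the median was -0.09 over 20 genes (adjusted p = 0.638), with CDKN1A at -0.02 ± 0.22 and ZMAT3 at -0.97 ± 0.69 on their brightest probes. The other CDKN1A probe gave 0.87 ± 0.28, and the other ZMAT3 probes gave -0.77 ± 0.74 and 0.14 ± 0.32, none past the threshold. The brightest ZMAT3 probe had a log2 signal of 9.68 on CT16 replicate 3, against 12.34 and 12.31 on the other CT16 arrays. Its control mean was 12.41.

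Cell identity lists did not pass the threshold. The median was -0.08 for 19 genes of melanocyte differentiation (adjusted p = 0.795), with PMEL at 0.26 ± 0.19 (SE) and TYR at -0.37 ± 0.23. It was 0.02 for 19 genes of the dedifferentiated, neural crest-like melanoma state (adjusted p = 0.798), with a mean of -0.11 and a fall of TFAP2A (log2 -1.10 ± 0.24) when adjusted over the list alone, and 0.07 for 19 cancer-testis antigens other than CT16 (adjusted p = 0.411). Markers of fibroblasts had a median of 0.05 over 5 genes (adjusted p = 0.727), where THY1 passed the threshold while COL1A2 and LUM (log2 -1.87 ± 0.31) fell when adjusted over the list alone. Markers of immune cells had a median of 0.11 over 7 genes (adjusted p = 0.590), where CD68 (log2 0.85 ± 0.24) and FCER1G (1.41 ± 0.35) rose when adjusted over the list alone. Those of epithelial and endothelial cells had a median of -0.03 over 7 genes (adjusted p = 0.411), where CDH1, at least 1.34-fold lower, fell when adjusted over the list alone. The remaining lists gave medians of 0.05 for interferon-stimulated genes (adjusted p = 0.590), where MX2 (-1.28 ± 0.21) fell when adjusted over the list alone, 0.03 for the oxidative stress response (0.0846), -0.11 for hypoxia and glycolysis (0.222), -0.15 for heat shock and endoplasmic reticulum stress (0.590), 0.00 for mitochondrial oxidative phosphorylation (0.798) and -0.13 for reference genes (0.411). The signs of the medians of the MHC class I, dedifferentiated melanoma and fibroblast lists changed with the normalization.

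The study named 11 genes whose expression moved one way with CT16 cDNA and the other way with CT16 silencing. It chose them partly on these samples, so their directions on these arrays are not independent evidence. For DKK1, MT2A and FABP7 the study also reported the differences by quantitative RT-PCR in CT16 transfected cells. For DKK1 it further reported more mRNA and secreted protein after CT16 silencing in another melanoma line. In the present comparison 10 of the 11 had positive log2 differences, the list passed the threshold (median 1.34, or 0.97 with RAMP1 at its bound, camera adjusted p = 5.87e-10, adjusted p = 0.0996 with an estimated correlation), and 8 passed when adjusted over the list alone. Its members lay higher on CT16 replicate 3 than on the other CT16 arrays by a median log2 of 0.48, and the list median without this array was 0.91. SERPINA5 passed the threshold over all genes. The Wnt antagonist gene DKK1 was 2.82-fold lower (log2 -1.50 ± 0.33 SE, adjusted p = 0.241) and was below control on all 3 CT16 arrays. DKK1 was detected on 2 of 3 CT16 arrays, so the size of this fall is uncertain, and it was 2.20-fold without CT16 replicate 3. MT2A was 2.83-fold higher (log2 1.5 ± 0.26, adjusted p = 0.111), and FABP7, a fatty acid binding protein, was 1.55-fold higher (log2 0.63 ± 0.23, adjusted p = 0.667). RBPMS2 (log2 1.65 ± 0.30), CYB5R2 (1.57 ± 0.30), RAMP1 (at least 1.58-fold) and ARPC1B (0.80 ± 0.23) were higher on all 3 CT16 arrays without passing the threshold. The RAMP1 log2 signal was 6.90 on CT16 replicate 3, against 5.16 and 5.45 on the other CT16 arrays. CXCL8, the interleukin 8 gene, had a log2 difference of 1.83 ± 1.07 (adjusted p = 0.959), and its groups overlapped because control replicate 3 had a log2 signal of 13.77 against 9.43 and 10.52 on the other control arrays. Its log2 difference was 3.09 without control replicate 3 and 0.92 without control replicate 1. RRP7A gave 0.61 ± 0.42 on its brightest probe (0.13 without CT16 replicate 3), and 1.10 ± 0.42 on its other probe. CDC14B gave 0.97 ± 0.42 on its brightest probe (0.48 without control replicate 1), and -0.97 and -0.69 on its other 2 probes. At a nominal FDR of 0.1 in the rank product test, 7 of the 11 genes passed on the filtered values used here and 10 on the authors' normalized values of all probes. These counts differ in both values and filter, and the test understated its FDR on simulated arrays. Of the 3 genes that the study used as a contrast, CTSL gave 0.08 ± 0.19, DDAH1 -0.84 ± 0.30 (-0.58 without CT16 replicate 3) and BIRC5 0.66 ± 0.31 (0.37 without it), and none passed the threshold.

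The arrays of a group did not all resemble each other. CT16 replicate 3 stood apart on the first principal component, which held 73.0% of the variance and on which it scored -104.7 against 14.8 and 35.5 for the other CT16 arrays. The SD over probes of its difference from the mean of the other CT16 arrays was 0.98 on the log2 scale, against 0.30 between those 2 arrays. Control replicate 1 lay part of the way along the same component, at -14.9 against 33.2 and 36.1 for the other control arrays. Without CT16 replicate 3, 148 genes passed the threshold, 87 higher and 61 lower, among them all 27 found with all arrays. Without both arrays that stood apart, a choice made after seeing the data, 291 genes passed, 167 higher and 124 lower, again with all 27.

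**Figure D4:**
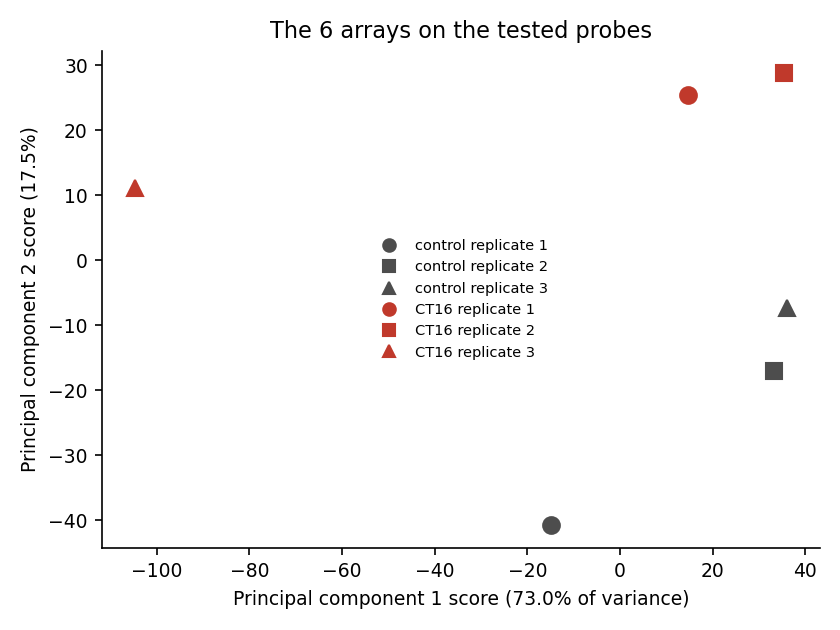
Scores of the 6 arrays on the first (horizontal axis, 73.0% of the variance) and second (vertical axis, 17.5%) principal components of the tested probes, unitless, with control cultures in gray and CT16 cultures in red. CT16 replicate 3 lies at -104.7 on the first component, apart from the other CT16 arrays, while the second component places all CT16 arrays above all control arrays.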

Values the study reported

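The study reported CT16 mRNA and CT16 protein in the transfected WM-266-4 cells. Among genes upregulated by CT16 cDNA it found anti-apoptosis, inflammatory response, chemotaxis and response to wounding enriched. Among downregulated genes it found antigen presentation by MHC class II enriched. It reported 11 genes that moved in opposite ways with CT16 cDNA in WM-266-4 cells and with CT16 silencing in A2058 cells. In the CT16 transfected WM-266-4 cells it gave fold changes of −2.00 for DKK1, 2.8 for MT2A, 1.54 for FABP7, 3.71 for IL8 and 4.04 for SERPINA5. For the other genes it gave 2.81 for CYB5R2, 1.75 for RAMP1, 2.86 for RBPMS2, 1.78 for RRP7A, 1.89 for CDC14B and 1.73 for ARPC1B.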

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

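Of the alternatives tried, leaving out both arrays that stood apart, the axis of variation shared within groups as a covariate, and the rank product test on the authors' values were chosen after seeing the data. The 27 genes became 33 with median scaling and with cyclic loess, 29 with the mean of a gene's probes, 27 with a fold change of at least 1.5, 24 with a trend and robust prior, 21 without a detection filter and 18 (14 higher, 4 lower) on the authors' values. There were 16 (13 higher, 3 lower) without background correction, against 18 higher and 9 lower in the main comparison, and the cause was not tested. Requiring detection on all 6 arrays left 4 genes. Of the 27, 14 were among the 9469 genes then tested, and for those of them that no longer passed the cause was not tested. Leaving out 1 array gave between 3 and 148 genes, the latter without CT16 replicate 3, and a smaller number of arrays by itself lowers the count. Leaving out both arrays that stood apart gave 291 genes. With the shared axis as a covariate 2488 genes passed, but this axis was estimated from the same residuals, which by construction understates the spread. Array weights gave 4385 genes with weights between 0.0601 and 37.8, from a procedure that did not converge. The rank product test called 167 genes at an FDR of 0.05 and 226 at 0.1, and on the authors' values for all probes 301 and 431. On simulated arrays 25.6% of its calls at an FDR of 0.05 were unchanged genes, so the 167 calls may hold more false calls than that FDR states. The FDR of 0.1 and the authors' values were not simulated, so the false calls among the other counts are not known. All 27 genes were among the calls without CT16 replicate 3, without both arrays, with the covariate, with array weights and by rank product, while median scaling kept 22 of them and cyclic loess 26.

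The replicate number as a block (replicate block) gave 3 genes, all among the 27, and 9 lists. The deviations of arrays with the same number correlated at -0.615, 0.611 and -0.584, which gives no sign of pairing by number. The correlations follow the positions of the arrays that stood apart, so they cannot exclude that cultures with the same number were handled together.

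The 9 lists became 6 to 10 when 1 array was left out and 7 to 10 under the other settings run with the preset correlation. With an estimated correlation 0 lists passed, the lowest adjusted p being 0.0996, and where genes of a list vary together more than the preset allows, camera can call too many lists. With fry 5 lists passed, those of MHC class II, inflammatory cytokines, metallothioneins, sterol synthesis and the genes the study named. The PAGE5 difference passed the threshold with array weights (log2 0.74, adjusted p = 0.000157) and with the shared axis as a covariate (1.11, adjusted p = 0.0138). Its adjusted p lay between 0.102 and 1.00 under the other alternatives, and its log2 difference between 0.68 and 1.34 when 1 array was left out. No called gene or list reversed its direction. For the called genes this was fixed in advance where arrays were left out, since their groups did not overlap. Of the other comparisons of a named gene with an alternative, 522 kept their side of the threshold, 36 newly passed and 186 no longer passed. For lists these numbers were 407, 9 and 31. In 25 cases a value past no threshold changed its sign. Only 33.2% to 38.5% of probes per array gave a signal above background, which limits what can be said of weakly expressed genes.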

Other observations

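The tests of shared RNA quality or growth state, of the single array behind the cytokine list, of other cell types, of separate transfections, of the PAGE5 probe positions and of other splits for the gene count were chosen after their results were seen, as were the genes named in the next paragraph.

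Without CT16 replicate 3, 148 genes passed the threshold (limma, adjusted p under 0.05), 87 higher and 61 lower in CT16 cells. Single genes that rose include MYCN (log2 1.91 ± 0.21 SE), SOX8 (1.42 ± 0.19), the neurotrophin gene BDNF (2.35 ± 0.26) and SULF1 (2.44 ± 0.17), an enzyme that removes sulfate groups from heparan sulfate. Single genes that fell include FMOD (-2.60 ± 0.25), LUM (-1.60 ± 0.22), BGN (-1.30 ± 0.20) and COL1A2 (-1.66 ± 0.25). No grouping of these genes was tested. On CT16 replicate 3 itself BDNF (0.52 above the control mean), SULF1 (0.78), MYCN (0.84), FMOD (-1.85) and BGN (-1.02) were less changed, while SOX8 (2.00), LUM (-2.41) and COL1A2 (-2.13) were changed more.

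In the same comparison DKK1 passed the threshold (-1.14 ± 0.18, adjusted p = 0.0295), as did MT2A (1.33 ± 0.21, adjusted p = 0.0289), RBPMS2 (1.39 ± 0.22) and CYB5R2 (1.30 ± 0.20). Of the MHC class II list, 8 of 9 genes were lower past the threshold. The lists of sterol synthesis (median log2 -0.50, camera adjusted p = 0.00136) and cell cycle (0.23, adjusted p = 0.0023) passed the threshold at the preset correlation here too. The lists of hypoxia and glycolysis (-0.18, adjusted p = 0.0348), oxidative stress (0.13, adjusted p = 0.029) and epithelial and endothelial markers (-0.43, adjusted p = 0.0255) passed only here or in some of the other alternatives. The estimated correlation was not run without this array, and with all arrays 0 lists passed with it (sterol synthesis 0.292, cell cycle 0.533).

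CT16 replicate 3 differed from the other CT16 arrays more than those differed from each other. A wrong label was argued against, because for 124 of the 148 genes called without this array (83.8%, 95% Wilson interval 77.0 to 88.9) it lay nearer the CT16 than the control mean, while a control culture under this label would lie there for under 50%. A share over 80%, set in advance as the mark of a correct label, lies within that interval. The interval treats the genes as independent, which genes read on 1 array are not, so it does not measure the uncertainty of the label. The background correction and quantile normalization were argued against as well, since the SD of the deviation stayed at least 3.09 times that between the other CT16 arrays without background correction, with median scaling and with cyclic loess. The deviation correlated at 0.749 across probes with that of control replicate 1 from the other control arrays (probes are not independent). Both arrays had the fewest detected probes, 16200 on CT16 replicate 3 and 17151 on control replicate 1, against 18050 to 18789 elsewhere. Between probe pairs of the same gene the deviation of CT16 replicate 3 correlated at 0.776 (2156 pairs). For the difference between the other CT16 arrays this correlation was 0.425. A difference in RNA quality or labelling and a difference in growth state, which both arrays may share, cannot be told apart from these values.

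The list of inflammatory cytokines and chemokines was higher in CT16 cells at the preset correlation but not past the threshold with an estimated correlation (adjusted p = 0.0996), and 2 of its 12 genes passed over all genes. CT16 replicate 3 does not account for this, as the median log2 difference without it was 1.09. Cells of another type stay open. At most 28.6% of the detected markers of fibroblasts, immune cells or epithelial and endothelial cells were higher by more than 2 SE. By that measure 1 fibroblast marker was higher and 2 were lower, and 2 immune markers were higher and 1 lower. Of the epithelial and endothelial markers 1 was higher and 2 were lower. Listed markers such as PTPRC, CD3E, COL1A1, DCN and KRT14 had no probe detected on at least 3 arrays. The lists hold too few detected markers to exclude such cells (exact 95% upper limits up to 71.6%). CD68 and FCER1G of the immune list rose when adjusted over the list alone. Population and plasmid cannot be told apart, because 0 labels name a separate clone, pool or transfection, and a difference that arose during selection of the transfected cells may give the same pattern as an effect of CT16 itself.

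Of the 3 PAGE5 probes, 1 was higher in CT16 cells by more than 2 SE. Probes outside the cloned cDNA may be the reason for the lack of a rise on the others, and this stays open, since the probe positions were not analysed here. No other explanation was tested.

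The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 27 genes by limma and was the 1 split with as many, and the highest of the other splits gave 0. At an unadjusted p under 0.05 the real split gave 722 genes, while the split that put control replicate 1, CT16 replicate 1 and CT16 replicate 3 together gave 1754, which points to the structure described above. For gene lists the real split gave 9 and was again the 1 split with as many, and the highest of the others gave 6. Without the list that the study chose partly on these samples, the real split gave 8 and the highest of the others 5. Lists on themes that the study had reported from these arrays remain in these counts.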
